# Transcriptional Response to a Dauer-Inducing Ascaroside Cocktail in Late L1 in *C. elegans*

**DOI:** 10.17912/micropub.biology.000397

**Published:** 2021-05-12

**Authors:** Sarah M Cohen, Jessica J Sun, Frank C Schroeder, Paul W Sternberg

## Abstract

The dauer diapause stage in *C. elegans* is a non-feeding alternative to the L3 larval stage that is highly resistant to harsh environmental conditions. The decision to enter dauer is a two-step process. First, L1 larvae encounter adverse conditions such as lack of food or overcrowding and decide to enter the L2d rather than the L2 stage. Second, L2d worms that continue to experience disadvantageous conditions decide to enter dauer instead of L3. Here, we have used RNA-seq to characterize the transcriptional response to a cocktail of dauer-inducing ascaroside pheromones at the late L1 stage as worms enter the L2d phase. We find that, in response to ascarosides, *C. elegans* L1 larvae preparing to enter the L2d stage begin upregulating genes involved in stress response and downregulating genes associated with growth and metabolism.

**Figure 1. Transcriptional response to ascarosides of C. elegans in early L1 stage:**
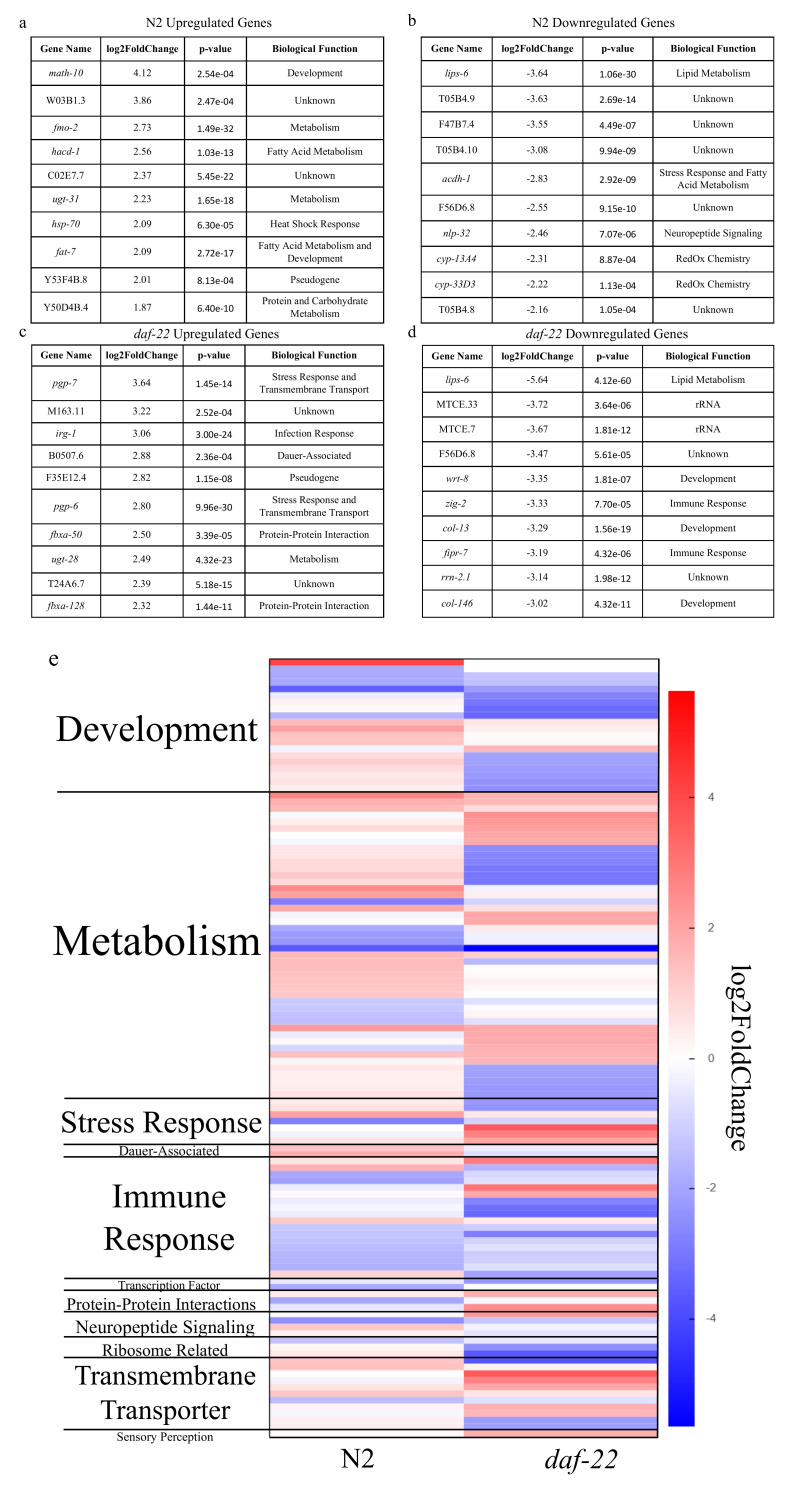
(a) The top ten up-regulated and (b) down-regulated genes in N2 (wild-type) L1 larvae. (c) The top ten up-regulated and (d) down-regulated genes in *daf-22* mutant L1 larvae. (e) A heatmap of the most significant genes at *p* = 0.001 with annotated biological functions, derived from WormBase Gene Ontology annotations, in the N2 and *daf-22* samples. A full list of the significant genes at *p* = 0.001 can be found in the Extended Data.

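The values behind Figure 1a and 1b are given here as normalized counts, the authors' read counts per gene divided by a size factor for each library, in 3 N2 cultures treated with ascarosides (treated libraries 1 to 3) and 3 cultures given ethanol alone (control libraries 4 to 6, numbered as in the authors' table). Fold changes and p-values come from limma on log2(normalized count + 1), which understates the change of genes with low counts. All 20 genes had 3 treated values on one side of the 3 control values, as Figure 1 shows them, and 19 of the 20 passed an unadjusted p of 0.001 in that direction. The exception was math-10 (WBGene00015839), with an unadjusted p of 0.00153 in limma. It had at most 3 reads in every control library, so that it was at least 4.58-fold higher. All 20 had a Benjamini-Hochberg adjusted p under 0.05 in limma. Among the up-regulated genes, fmo-2 (WBGene00001477) had 3832 ± 505 normalized counts (SD, n = 3) in treated and 579 ± 210 (SD, n = 3) in control cultures. Its log2 fold change was 2.78 (standard error 0.179, adjusted p = 9.71e-08 from limma). hsp-70 (WBGene00002026) rose from 712 ± 382 to 3029 ± 1013 normalized counts (SD, n = 3), a log2 fold change of 2.19. The spread of hsp-70 within the groups was large, and with the robust form of limma's eBayes step its adjusted p was 0.168, in a range over the alternatives from 6.61e-08 to 0.168. In limma with this pseudocount W03B1.3 had the largest log2 fold change among the genes of Figure 1a, 3.32 (3.17 for math-10), from 1.04 ± 1.80 to 15.1 ± 1.76 normalized counts (SD, n = 3), and the smallest was 1.89 for Y53F4B.8, an annotated pseudogene whose counts are uncertain because reads can be shared with a related gene. math-10, W03B1.3 and Y53F4B.8 had adjusted p-values above 0.05 in limma when any one of the treated libraries was left out. For math-10 and Y53F4B.8 this also held without control library 5 (0.0536 and 0.0520) or 6 (0.0634 and 0.0615), but not without control library 4. Among the down-regulated genes, log2 fold changes lay between -3.63 for lips-6 and -2.02 for T05B4.8.

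**Figure D1:**
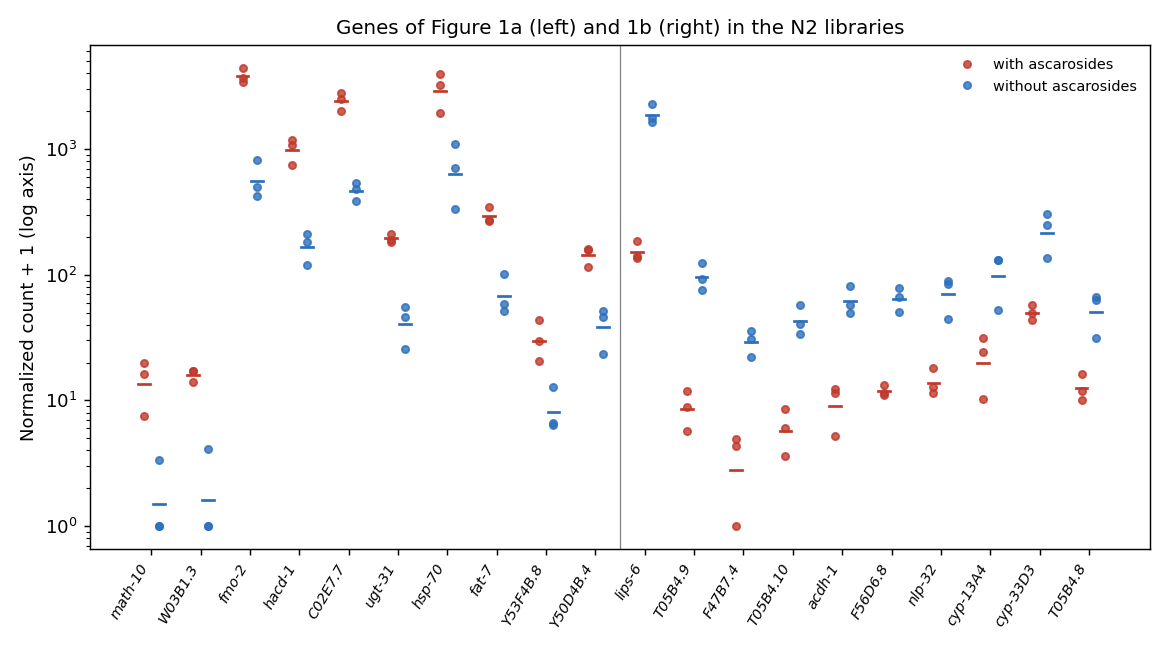
Normalized counts plus 1 on a log axis for the genes of Figure 1a and 1b. Each point is one N2 library with or without ascarosides (n = 3 each), and each bar is the mean of the log2 values. The treated and control points of each gene do not overlap.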

## Description

*C. elegans* larvae choose between dauer diapause and immediate reproductive development in two phases, the first being a choice between L2 and L2d, and the second between dauer and L3 (Golden and Riddle 1984). We used RNA-seq to study the transcriptomic response of well-fed *C. elegans* when exposed to a cocktail of diapause-inducing ascarosides (ascr#2, ascr#3, and ascr#8) during the L1 larval stage when they first receive cues from their environment and then adapt via developmental programming (Kaplan *et al.,* 2011). This research was performed in N2 wild-type worms and *daf-22(ok693)* mutants that lack an enzyme necessary for the biosynthesis of ascaroside pheromones (reviewed by Ludewig and Schroeder 2013). 

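For N2, RNA-seq libraries were made from 6 liquid cultures split from one population of L1 larvae at 6 h after hatching. The cocktail was added to 3 of them and ethanol to the other 3, and RNA was taken after 3 h. The paper gives the total ascaroside concentration as 0.5 µM and the sample labels give 5 µM. The authors counted reads per gene and divided each library by its DESeq size factor. The deposited table of normalized counts holds 46726 genes for these 6 libraries. The column numbers do not carry the replicate numbers of the labels, so the libraries are unpaired replicates of their group. Because 100% of the values are whole multiples of one step per library, the reads could be recovered from them. The treated libraries 1, 2 and 3 had 19116807, 16682840 and 11133417 reads on genes, and the control libraries 4, 5 and 6 had 18915816, 14237868 and 14451512. Between 8.18% and 17.0% of the normalized counts on genes in a library fell on a single ribosomal RNA gene, rrn-3.1. The comparisons cover the 14965 genes with a mean of at least 5 normalized counts. The libraries of daf-22 worms were not analysed here.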

We found that early exposure to ascarosides triggers a pervasive transcriptional response that may drive diapause induction within as little as three hours. 

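After 3 h, 527 of the 14965 genes tested in N2 (3.52%) differed between treated and control cultures at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 309 of them higher and 218 lower with ascarosides. The count depended on single libraries. With one left out it ranged from 217 without treated library 2 to 1436 without control library 4. The alternative that moved it most was limma's eBayes step without the trend of the variance on expression, which left 1 gene, lips-6. In 19.3% of the tested genes the 3 treated values lay all above or all below the 3 control values, where chance gives 10%. A single gene compared between 3 and 3 cultures has a smallest exact permutation p of 0.1 (two-sided), so the calls rest on the spread shared across genes in the model.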

In N2, 362 genes were significantly differentially expressed at *p* = 0.001, while in *daf-22*, 1,007 genes were significantly differentially expressed at *p* = 0.001. 

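In N2, 429 genes had an unadjusted p under 0.001 in limma, 249 of them higher (58.0%, Wilson 95% interval 53.3% to 62.6%) and 180 lower with ascarosides. About 15 genes are expected at that threshold by chance. The interval takes the genes as independent, though they share the same 6 libraries, so it does not cover differences between cultures. With one library left out the share of higher genes ranged from 55.1% to 65.2%. Of the 429 genes, 425 had treated and control values that did not overlap. Among the 140 of the 429 that changed at least 2-fold, 67 were higher and 73 lower, so the majority of higher genes was not seen there. At an adjusted p under 0.001 there were 95 genes, 64 higher and 31 lower. That count ranged from 6 without treated library 2 to 313 without control library 4. On the recovered reads, edgeR gave 442 genes at an unadjusted p under 0.001, of which 422 were among the 429, and DESeq2 gave 522, of which 419 were among them. With one library left out there were between 240 and 875. Without the trend on expression there were 128.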

The *daf-22* mutant may have more significantly expressed genes when exposed to ascarosides indicating a stronger response as it has never encountered ascaroside signaling previously, even at low levels.

A comparison of photographs of L1 larvae pre- and post-treatment with ascarosides did not show major differences in gonadal or intestinal development and size. However, analysis of the transcriptional data revealed significant changes in genes concerned with stress response (generally up-regulated) as well as growth and development (generally down-regulated), as one would expect as the worm prepares to enter L2d, a still-reversible precursor stage to the dauer diapause (Figure 1). This clearly shows that an ascaroside-induced transcriptional response occurs in the worms as they enter the L2 phase which begins to prepare them for the significant developmental changes of the dauer stage. 

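Gene groups for N2 were formed by name prefix before the data were examined, and tested with limma's camera (preset correlation of 0.01 between genes, adjusted over the 13 families). Of the families tied to stress and detoxification, the 19 heat shock genes had a median log2 fold change of 0.17 (adjusted p = 0.0291). Of these genes 2 were higher and 0 lower at an unadjusted p under 0.001, and 8 higher and 2 lower at one under 0.05. The 69 cytochrome P450 genes had a median of -0.24 (adjusted p = 0.0183), with 4 genes higher and 8 lower at an unadjusted p under 0.001. The 42 glutathione S-transferase genes had a median of -0.13 (adjusted p = 0.0883; 0.0292 with edgeR, 0.0425 with a minimum mean of 50, 0.0337 without treated library 3 and 6.28e-05 without control library 4, in a range up to 0.737) and the 65 UDP-glucuronosyltransferase genes one of -0.05 (adjusted p = 0.715), with 6 higher and 7 lower. Of the families tied to growth and development, the 77 ribosomal protein genes had a median of -0.13 (adjusted p = 9.67e-04), with 0 genes past an unadjusted p of 0.001 and 1, which was lower, past one of 0.05. The 68 genes of moulting and cuticle shape had a median of -0.12 (adjusted p = 0.0239). Without control library 4 this median changed sign to 0.0081 (adjusted p = 0.976). The 112 cuticle collagen genes were higher, with a median of 0.11 (adjusted p = 0.00279). For metabolism, the 44 genes of fatty acid metabolism had a median of 0.23 (adjusted p = 4.77e-07), with 15 higher and 1 lower. The 121 genes grouped as neuropeptides (nlp, flp and ins) had one of 0.21 (adjusted p = 1.07e-05), with 9 higher and 6 lower. The 6 lower were nlp-27, nlp-29, nlp-30, nlp-31, nlp-32 and nlp-34. Their prefix alone does not show that they act as neuropeptides. The medians of these families kept their sign under quantile normalization and upper-quartile scaling. The heat shock genes had an adjusted p of 0.0802 under quantile normalization, and one above 0.05 without treated library 2 (0.247), control library 4 (0.190) or control library 6 (0.10). The same held for cytochrome P450 without control library 6 (0.0562), for ribosomal proteins without control library 5 (0.179) or 6 (0.185), and for moulting and cuticle shape without treated library 1 (0.191) or control library 4 (0.976). With camera, 7 of the 13 families had an adjusted p under 0.05. With fry, which takes the correlation between genes from the data, 1 did, fatty acid metabolism (adjusted p = 0.0331), and with a correlation estimated for each family 0 did, with 1 at an unadjusted p under 0.05. From its significant genes the paper states that stress response genes were generally higher and genes of growth and development generally lower, and it concludes that the response begins to prepare the worms for the dauer stage. Its abstract also gives genes tied to metabolism as down-regulated. Fatty acid metabolism, a part of metabolism, went the other way here (median 0.23, with 15 genes higher and 1 lower). The paper's own metabolism genes, grouped by Gene Ontology, were not tested as a set.

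**Figure D2:**
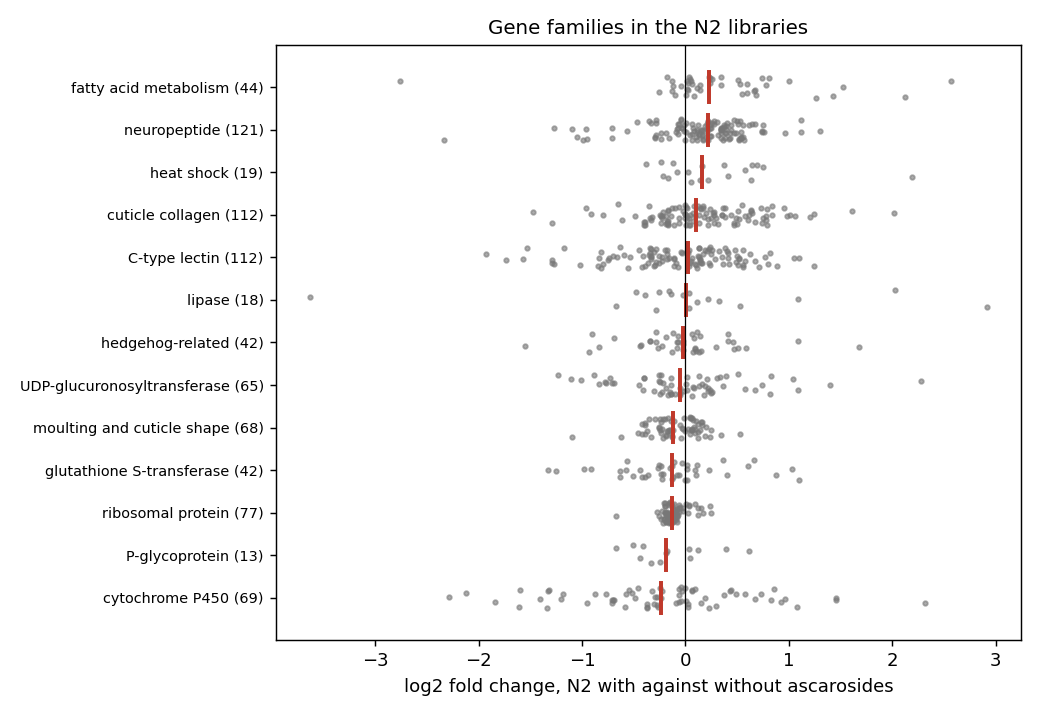
Log2 fold change of each tested gene in the 13 families, N2 with against without ascarosides (3 libraries each). Grey points are genes, the red bar is the family's median and the number of genes stands in parentheses. The medians lie between -0.24 for cytochrome P450 and 0.23 for fatty acid metabolism.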

In both N2 animals and *daf-22* loss-of-function mutants, the most highly down-regulated gene was *lips-6*, a putative lipase expressed in the intestine. *lips-6* has previously been found to be upregulated in starved adults and is activated via the same DAF-12/DIN-1 mechanism by which entry into the dauer diapause is regulated; in adults which no longer are capable of entering dauer, *lips-6* is activated instead (Tao *et al.,* 2016). That *lips-6* is downregulated so strongly in worms that prepare to enter dauer-diapause suggests that the starvation response pathways are temporal, and that *lips-6* is differentially used in the starvation response of L4 and adult worms as opposed to that of younger larval stages. 

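In N2, lips-6 (WBGene00014009) had 139, 134 and 185 normalized counts in the treated libraries 1 to 3 and 1642, 1773 and 2287 in the control libraries 4 to 6. The group means were 153 ± 28.2 (SD, n = 3) with and 1901 ± 341 (SD, n = 3) without ascarosides. The standard error of its log2 fold change was 0.151 and its adjusted p 2.30e-10 in limma. Over all alternatives the log2 fold change lay between -3.78 and -3.49 and the adjusted p between 6.50e-102 and 0.0165. The ribosomal RNA gene rrn-1.1 had 0 reads in every treated library and 18.5 ± 12.6 normalized counts (SD, n = 3) in the controls. It was at least 5.98-fold lower (3.64-fold without control library 5). Its limma log2 fold change was -4.10, but that rests on few reads, and its size is set by the pseudocount or the model. Over the alternatives it ranged from -7.24 with edgeR to -2.11 with a pseudocount of 5 (-3.64 and -3.59 for lips-6). Whether rrn-1.1 fell further than lips-6 therefore cannot be decided from these values. Transcripts of daf-12 (1833 ± 160 against 1914 ± 241 normalized counts, SD, n = 3) and din-1 (3792 ± 62.0 against 3762 ± 461) differed by less than the spread between cultures. The lips-6 values in daf-22 mutants were not analysed here.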

The observation that expression of intestinal enzymes such as LIPS-6 is quickly downregulated in response to dauer-inducing ascarosides, which are perceived via sensory neurons, also indicates that neuronally perceived signals are quickly transduced to other tissues. 

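Among the 18 tested lipase genes in N2 (names starting with lips or lipl), lips-6 was one of 2 that were lower at an unadjusted p under 0.001, and 1 was higher. The median log2 fold change of the family was 0.003 (camera, adjusted p = 0.532). The sign of this median changed with the test and the filter, and it was -0.16 (adjusted p = 0.0469) among the 13 lipase genes with a mean of at least 50 normalized counts.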

Our results show that *C. elegans* responses to ascaroside pheromone signaling are analogous to the extensive cross-talk along the gut-brain axis in mammals.

## Methods

**Ascaroside Treatment**: Worms were grown in liquid cultures at 20ºC and 220 RPM using HB101 *E. coli* as a food source. Worms were synchronously grown in liquid cultures at a density of approximately one worm per uL of liquid and ~75mg/mL HB101 as described in Schaedel *et al.,* (2012). Briefly, for each genotype (N2 and the *daf-22* mutant), gravid adults were bleached to obtain a synchronous population of eggs. At six hours post-hatch, the original 60mL culture was separated into six equal 10mL cultures so that all experiments were done in triplicate. The three treatment cultures were each given 150uL of an ascaroside cocktail made of equal amounts (50uL) of 33uM synthetic ascr#2, ascr#3, and ascr#8 in ethanol, for a total ascaroside concentration of 0.5uM in each 10mL liquid culture. The three control cultures were given no ascarosides but were each given 150uL EtOH. The worms in liquid culture were exposed to the ascarosides or solvent for three hours before they were spun down, and the worm pellet was processed using a RNeasy kit to extract and purify the RNA in preparation for sequencing.

**Sequencing:** RNA integrity was assessed using RNA 6000 Pico Kit for Bioanalyzer and mRNA was isolated using NEBNext Poly(A) mRNA Magnetic Isolation Module. RNA-seq libraries were constructed using NEBNext Ultra RNA Library Prep Kit for Illumina following the manufacturer’s instructions. Briefly, mRNA isolated from ~1ug of total RNA was fragmented to the average size of 200nt by incubating at 94ºC for 15 minutes in first strand buffer, cDNA was synthesized using random primers and ProtoScript II Reverse Transcripatse followed by second strand synthesis using NEB Second Strand Synthesis Enzyme Mix. Resulting DNA fragments were end-repaired, dA tailed and ligated to NEBNext hairpin adaptors. After ligation, adaptors were converted to the ‘Y’ shape by treating with USER enzyme and DNA fragments were size selected using Agencourt AMPure XP beads to generate fragment sizes between 250 and 300 bp. Adaptor-ligated DNA was PCR amplified followed by AMPure XP bead clean-up. Libraries were quantified with Qubit dsDNA HS Kit and the size distribution was confirmed with High Sensitivity DNA Kit for Bioanalyzer. Libraries were sequenced on Illumina HiSeq2500 in single read mode with the read length of 50 nt and sequencing depth of 25 million reads per sample following manufacturer’s instructions.

**RNA-seq Data Analysis:** Data analysis was performed using the method described in Anders *et al.,* (2013). Briefly, sequence quality control was assessed using ShortRead and a metadata table of the raw fastq data files was created. The reference genome and gene model annotations were obtained from Ensembl (WBcel215), and a reference index was built using bowtie2. Reads were aligned to the reference genome using tophat2 and the BAM files were organized, sorted and indexed before SAM files were created using samtools. Reads were counted using HTSeq-Count and differential expression analysis was performed using edgeR and DESeq. The extended data for both N2 and *daf-22* includes the normalized counts for each replicate, the total list of differentially expressed genes, and the subset of significant genes at *p* = 0.001. Both our raw and processed data can be viewed at the Gene Expression Omnibus (GEO) – Accession Number: GSE171089.

## Reagents

Strains: The Bristol N2 strain was used as well as the *daf-22(ok693)* strain, obtained from the Caenorhabditis Genomics Center (CGC).

Ascarosides: ascr#2, ascr#3, and ascr#8 were synthesized in the Schroeder Lab (Pungaliya *et al.*. 2009).

How the deposited data were processed for this re-analysis (not part of the article)

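RNA-seq libraries of N2 larvae were compared between 3 cultures with ascarosides and 3 with ethanol. The authors checked the reads with ShortRead, aligned them with tophat2 to Ensembl WBcel215, counted them per gene with HTSeq-count and deposited a signal per gene and library, the count divided by the DESeq size factor of the library. The paper's text does not name the versions or whether counting used the strand, so overlapping and antisense genes are uncertain. The deposited columns name the group of a library but not its replicate number in the labels, and 0 further columns of values were present. The daf-22 libraries were not analysed here.

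The last 5 lines of the table, which count reads outside genes, were left out of all library sizes and tests. They hold 33.1% to 41.8% of the column totals, of which reads aligned to more than one place are 31.6% to 40.4%. Of the 46726 gene identifiers, 43623 were named from a gene name table and 2741 from the WBcel235 annotation only, and 362 had no name. Where a symbol belonged to several identifiers, the one with the highest mean was used. The WBcel235 annotation differs from the authors' build, so it was used for names, gene types, lengths and neighbours and no coordinates are given. Reads were recovered by dividing each column by its step, and 100% of the values came out whole. A fold against a group with at most 3 reads in each library was computed against 3 reads and is a lower bound that covers counting error only.

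The main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend, two-sided, 12.9 prior degrees of freedom) on log2(normalized count + 1) for 14965 genes with a mean of at least 5 normalized counts, with Benjamini-Hochberg adjustment over these genes. Families of at least 5 tested genes were tested with camera and fry. The genes named are those the paper names in its text or in Figure 1a to 1d, the 5 largest rises and the 5 largest falls among genes at an adjusted p under 0.05 whose groups do not overlap, and families as a whole. Other genes named were chosen after their values were seen, except 4 low oxygen genes. Tests, named genes and all alternatives apart from those named as added were fixed before the data were examined. The list of low oxygen genes was written afterwards, with 4 of its genes added before their values were seen.

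Alternatives were pseudocounts of 0.5 and 5, no filter and a minimum mean of 50, quantile and upper-quartile scaling, eBayes without trend and with the robust option, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a minimum change of 2-fold, leaving out each library, fry and an estimated correlation for families. An exact negative binomial test in the form of the first DESeq version and array quality weights were added after the data were examined. The scripts were tested on simulated counts for the real genes. Of these, 200 were given a log2 change of 2, up or down, with equal spread in both groups. At an adjusted p under 0.05 limma recovered 188 (94.0%) with 8 false calls, edgeR 187 and DESeq2 180, among 14965 genes tested. The exact test recovered 175 among 23048. In the data the median absolute log2 fold change of the 429 genes was 0.799. The controls also spread more than the treated libraries (median SD 0.19 against 0.119). Recovery of smaller changes or under unequal spread was not tested. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.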

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

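The tests of explanations in this part were chosen after the result they bear on was seen. The limma, camera and fry tests and all alternatives apart from those added later were fixed before the data were examined.

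T22F3.11 (WBGene00020700) had the largest rise by the rule set for naming genes and is not among the genes the paper discusses. It had 1742, 1104 and 248 normalized counts in the treated libraries 1, 2 and 3 and 117, 36.2 and 53.8 in the control libraries 4, 5 and 6, a log2 fold change of 3.65 (standard error 0.496, adjusted p = 3.76e-04 from limma). Over the alternatives the adjusted p ranged from 2.08e-07 to 0.181 (robust option of eBayes), and it was 0.159 with the exact negative binomial test. Among the 5 tested genes on each side, the largest rise was that of its neighbour T22F3.10, 1.32, which argues against reads of a changed neighbour as the source. The treated values spread widely (1031 ± 750, SD, n = 3), so the size of the rise stays uncertain, and a response to the ascarosides stays open as a hypothesis.

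rrn-1.1 (WBGene00004513), a ribosomal RNA gene the paper does not discuss, had 0 reads in each treated library and a mean of 18.5 normalized counts in the controls (12.4, 33.0 and 10.1 in control libraries 4, 5 and 6), at least 5.98-fold lower. Without control library 5 it was at least 3.64-fold lower and its adjusted p in limma was 0.0766, and over the alternatives it ranged from 6.38e-04 to 0.0769. Polyadenylated RNA was selected, so the ribosomal RNA reads may be carry-over, though their source was not tested. Ribosomal RNA genes have near-identical copies. Reads aligned to more than one place were counted outside genes, so a read that fits several copies equally was counted on none. Of the 4 other ribosomal RNA genes tested, the lowest log2 fold change less 2 standard errors was -1.12 (rrn-3.1, -0.12, standard error 0.501), above the -1.86 of the 3.64-fold bound, which argues against less carry-over in the treated libraries as the whole cause. Whether fewer reads could be placed on rrn-1.1 alone was not tested and stays open, as does a change of the transcript.

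The 112 tested cuticle collagen genes, which the paper names only among the genes of the daf-22 worms in Figure 1d, had a median log2 fold change of 0.107 in N2, with 15 higher and 0 lower at an unadjusted p under 0.001, and 32 higher and 7 lower at one under 0.05. The camera test gave an adjusted p of 0.00279, without a filter 0.0621, fry 0.0623 and camera with the estimated correlation 0.475. Gene length was argued against: 0% of 2000 random lists of equal length and expression had a median as high, the highest being 0.10. A difference in culture age was not tested and stays open, as does a response to the ascarosides.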

How the results depend on the processing

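The log2 fold change of lips-6 kept its direction and an adjusted p under 0.05 in all alternatives run. The number of Figure 1a and 1b genes at an unadjusted p under 0.001 was between 17 and 20 of 20 in all alternatives but 2: it was 14 without the trend in eBayes, and 11 with the minimum mean of 50, where only these could be tested. No paired analysis was possible because the columns do not carry the replicate numbers of the labels, so the replicate block was not run. DESeq2 and the exact test give no family test, the 2 other forms of eBayes were not run for families, and genes under a stricter filter have no value there.

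The counts moved as follows, and the cause was not tested except where stated. At an unadjusted p under 0.001 there were 128 genes without the trend in eBayes and 140 with a minimum change of 2-fold, which removes smaller changes by construction. At an adjusted p under 0.001 there were 181 genes without a filter, 58 with quantile normalization, 0 without the trend (1872 at an unadjusted p under 0.05), 248 with DESeq2 and 223 with array quality weights. At an adjusted p under 0.05 there was 1 gene without the trend, 324 with the exact negative binomial test and 890 with array quality weights. The last 2 settings were chosen after seeing the data, and the exact test put the share of higher genes at 65.6%. With fry 1 family and with the estimated correlation 0 families passed.

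Across the 6 fits that each left out one replicate, the genes at an unadjusted p under 0.001 ranged from 240 without treated library 2 to 875 without control library 4. Those at an adjusted p under 0.001 ranged from 6 to 313 and those at an adjusted p under 0.05 from 217 to 1436, with the same extremes. Of the 429 genes, 407 were among the 875. The share of higher genes ranged from 55.1% to 65.2%, and the families past the threshold from 4 without control library 6 to 8. Fewer libraries give less power, which does not account for the rise without control library 4.

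Signs changed as follows. The median of the C-type lectins was -0.035 with the minimum of 50, -2e-04 with quantile normalization, -0.021 with edgeR and -0.037 with array weights. That of the lipases was -0.16 with the minimum of 50 (adjusted p = 0.0469), -0.029 with edgeR and -0.050 with array weights. That of the hedgehog-related genes was 0.0033 with upper-quartile scaling. The log2 fold change of din-1 was -0.054 with quantile normalization, that of daf-22 0.0025 with upper-quartile scaling and that of fbxa-128 -0.0018 with array weights. With one library left out, family medians ranged from -0.061 to 0.0039 for C-type lectins, -0.098 to 0.018 for lipases, -0.061 to 0.077 for hedgehog-related genes, -0.16 to 0.0081 for moulting and cuticle shape, -0.11 to 0.0006 for UDP-glucuronosyltransferases and -0.35 to 0.043 for P-glycoproteins. Log2 fold changes ranged from -0.0079 to 0.20 for col-13, -0.17 to 0.15 for daf-22, -0.15 to 0.033 for daf-12, -0.066 to 0.11 for din-1, -0.79 to 0.054 for F35E12.4, -0.0062 to 0.43 for T24A6.7, -0.39 to 0.080 for fipr-7, -0.049 to 1.69 for B0507.6, -0.52 to 0.10 for pgp-6 and -0.73 to 0.19 for fbxa-50. Not all of these were near 0 with all libraries: B0507.6 was 1.09, F35E12.4 -0.41, fbxa-50 -0.36 and the P-glycoproteins -0.19.

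In the counts that follow, weaker means that the adjusted p rose above 0.05 with the sign kept, and stronger that it fell under 0.05. The size of the change need not have moved the same way. Each gene or family counts once per alternative. Of the other named genes and families, with all libraries kept, 35 gene values became weaker and 1 stronger, and 16 family values became weaker and 2 stronger. With one library left out, 17 gene values became weaker and 2 stronger, and 7 family values became weaker and 2 stronger.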

Differences from the paper's values

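The paper's sequencing depth is 25 M reads per sample. The median over the 6 N2 libraries was 15.6 M for reads on genes. With the lines outside genes, where a read aligned to several places may count more than once, it was 26.3 M, within 1.5-fold of the paper's value.

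The paper's count of 362 genes at p = 0.001 in N2 stands beside 429 here, a ratio under 1.5. Of the alternatives set before the data were examined, no filter (553), eBayes without trend (128), a minimum change of 2-fold (140) and leaving out treated library 2 (240) or control library 4 (875) lay further than 1.5-fold from it, and the others did not; the minimum mean of 50 came to 371. The exact negative binomial test in the form of the first DESeq version, chosen after seeing the values, came to 358 on 24820 genes with a read. It gave the p-value of 14 of the 20 genes of Figure 1a and 1b as Figure 1 prints it, to 2 digits. Of its 358 genes, the highest adjusted p was 0.0691, and 130 genes had an adjusted p under 0.001. Of the 20 genes of the figure, 2 had an adjusted p above 0.05 in that test, Y53F4B.8 (0.0590) and cyp-13A4 (0.0628). math-10, at an unadjusted p of 0.00153 in limma, passed 0.001 in the exact test (1.08e-04) and with no filter (2.20e-04), edgeR (6.47e-04), DESeq2 (5.87e-04), array weights (6.86e-04) and without control library 4 (5.25e-04).

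The paper gives lips-6 as the most down-regulated gene in N2. The limma log2 fold change of rrn-1.1 was lower (-4.10 against -3.63). With 0 reads in the treated libraries, the size of that value is set by the pseudocount or the model. The value of lips-6 was the lower one with a pseudocount of 5 (-2.11 against -3.59) and without control library 5 (-3.61 against -3.67). In the other alternatives with a value for both, that of rrn-1.1 was lower, up to -7.24 against -3.64 with edgeR. The bound for rrn-1.1, at least 5.98-fold lower, is smaller than the fall of lips-6. Whether rrn-1.1 fell further than lips-6 therefore cannot be decided. Figure 1a places math-10 and W03B1.3 at the top. T22F3.11, which Figure 1a does not hold, had a log2 fold change of 3.65 against 3.32 for W03B1.3 and 3.17 for math-10, and a p of 0.00349 in the exact test, above the paper's threshold. The T22F3.11 log2 fold change was below that of W03B1.3 with a pseudocount of 0.5 (3.662 against 4.003) and without treated library 1 (3.073 against 3.276), and below that of math-10 with a pseudocount of 0.5 (3.662 against 3.855), DESeq2 (3.897 against 3.91) and the exact test (3.898 against 4.124). Figure 1a places math-10 above W03B1.3, as did edgeR (3.729 against 3.494), DESeq2 (3.91 against 3.642), the fit without treated library 3 (3.59 against 3.415) and the exact test (4.124 against 3.861).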

Other observations

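The tests on splits of the libraries were chosen before their outcome was seen. The limma fit and its alternatives, apart from those added later, were fixed before the data were examined. The other tests in this part were chosen after their results were seen. Of the 10 splits of the 6 libraries into 3 and 3, only the split by treatment (1 of the 10) gave as many genes at an unadjusted p under 0.001 (429), and only that split (1 of the 10) gave as many at an adjusted p under 0.05 (527). Among the other splits the highest counts were 16 and 0, with between 191 and 1247 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone.

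The control cultures differed more from each other than the treated cultures did. Over 10874 genes with a mean of at least 50 normalized counts, the median absolute log2 difference was 0.14 in each of the 3 treated pairs and 0.26, 0.21 and 0.19 in the control pairs 4 and 5, 4 and 6, and 5 and 6. Of these genes, 70.8% had the larger SD in the controls. The share was 69.8% after all libraries were thinned to 11133417 reads and 71.6% after quantile normalization, which argues against depth and scaling as the cause. The closest control pair (0.187) lay further apart than the widest treated pair (0.143), which argues against one deviating control library as the whole cause. Control library 4 lay closer to treated libraries 2 (0.173) and 3 (0.170) than to control libraries 5 and 6. From treated library 1 (0.211) it was about as far as from control library 6. Control libraries 5 and 6 lay closer to each other than to any treated library. A part played by control library 4 is therefore not excluded. A candidate explanation is a difference in oxygen supply between the control cultures. The idea came from rhy-1 and F22B5.4, and the 4 further low oxygen genes nhr-57, cysl-2, egl-9 and phy-2 were listed before their values were seen. The median SD of these 4 among the controls was 0.453 on the log2 scale, above 99.99% of 10000 random lists of equal expression (median 0.169). Among the treated libraries it was 0.148, above 95.9% of lists, so the genes vary in both groups. The mean of log2 values was higher with ascarosides for all 6 genes (by 0.29 to 1.40, adjusted p 0.00571 for F22B5.4 and 0.0396 for nhr-57), but the groups overlapped for the others, at an adjusted p above 0.05. The 7 Figure 1a genes with a mean of at least 50 allow at most 15.8% of treated RNA in a control library. The log2 shift that a larger share, 23.3% (median of the limits of the genes), would give a control library was computed for each gene. Added to a treated library, it set no treated pair further apart than 0.154. This argues against treated RNA carried into a control culture as the whole cause of the spread over most genes. The shift had a median size of 0.0451, so the median pair difference could move little in this test. Genes that respond to the treatment were not tested apart. Other differences in handling were not tested and stay open.

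Of the genes at an unadjusted p under 0.001, 35 pairs of neighbours on the WBcel235 annotation moved the same way and 3 pairs moved opposite ways, against a mean of 6.31 same-way pairs and at most 17 in 10000 permutations of the calls. The exact negative binomial test gave 18 same-way pairs. Leaving out overlapping genes kept 32 pairs (at most 15 in the permutations), which argues against reads shared between overlapping genes. Pairs whose names have different stems numbered 12, against a mean of 4.26 and at most 15 in the permutations (permutation p = 0.0019). By a limit of 5%, set after this count was seen, that argues against reads shared between paralogs as the whole cause, though names are a coarse guide to relatedness. Shared control of neighbouring genes was not tested and stays a hypothesis.

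Of the genes of Figure 1c and 1d, which the paper reports for daf-22 worms, most did not differ between the N2 groups. pgp-7 and M163.11 had too few counts to be tested. Besides lips-6 and F56D6.8, wrt-8 was lower (log2 fold change -1.55, adjusted p = 0.00357 from limma, range over the alternatives 1.09e-04 to 0.0964). MTCE.33, a ribosomal RNA gene, was higher in N2 (1.27, adjusted p = 0.0311, range 0.00165 to 0.492), with overlapping groups and an adjusted p above 0.05 without treated library 1 (0.190), treated library 2 (0.260) or control library 5 (0.0854), where Figure 1d places it among the down-regulated genes of daf-22 worms. Of the genes above 0.05, rrn-2.1 was lower at an adjusted p of 0.00503 without control library 4 and 0.0140 with array weights, and MTCE.7 was higher at 0.0104 without control library 6 (both up to 1 over the alternatives). A difference between the genotypes was not tested.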
